# MARIS: Method for Analyzing RNA following Intracellular Sorting

**DOI:** 10.1371/journal.pone.0089459

**Published:** 2014-03-03

**Authors:** Siniša Hrvatin, Francis Deng, Charles W. O'Donnell, David K. Gifford, Douglas A. Melton

## Abstract

Transcriptional profiling is a key technique in the study of cell biology that is limited by the availability of reagents to uniquely identify specific cell types and isolate high quality RNA from them. We report a Method for Analyzing RNA following Intracellular Sorting (MARIS) that generates high quality RNA for transcriptome profiling following cellular fixation, intracellular immunofluorescent staining and FACS. MARIS can therefore be used to isolate high quality RNA from many otherwise inaccessible cell types simply based on immunofluorescent tagging of unique intracellular proteins. As proof of principle, we isolate RNA from sorted human embryonic stem cell-derived insulin-expressing cells as well as adult human β cells. MARIS is a basic molecular biology technique that could be used across several biological disciplines.

## Introduction

New technologies including microarrays and RNA-seq have greatly advanced our understanding of cells and cell states. The potential of these approaches, however, has been limited by the ability to isolate and purify specific cell types of interest from complex cellular mixtures and tissues, and then analyze their transcriptional profile. Antibodies to cell surface markers and genetic reporter lines allow access only to a few distinct cell types in model organisms and are even more limiting in the study of human cells. Most cell types can be identified and isolated based on the expression of intracellular markers, but the process of intracellular immunofluorescent labeling is generally thought to degrade the RNA in the cells, compromising accurate downstream gene expression analysis. The ability to isolate and accurately transcriptionally profile cells based on intracellular antibody staining could allow us to analyze gene expression in almost any cell or tissue.

We sought to develop new tools to isolate high-quality RNA from cells following intracellular antibody staining and fluorescence-activated cell sorting (FACS). Previously, RNA of sufficient quality for FISH, nuclease protection assays, RT-PCR and microarray analysis has been obtained following fixation, intracellular immunofluorescent staining, and FACS or laser capture microdissection (LCM) [1]–[8]. However, these publications do not rigorously address whether these relatively harsh manipulations produce biased results at the transcriptome level due to crosslinking and partial degradation of RNA.

We developed a Method for Analyzing RNA following Intracellular Sorting (MARIS) that generates RNA of high quality for transcriptome profiling, including microarray analysis and RNA-seq, following cellular fixation, intracellular immunofluorescent staining and FACS. Using MARIS, we isolated high quality RNA from heterogeneous cultures of differentiated human embryonic stem cells (hESCs) as wells as primary human pancreatic tissue. Broadly speaking, MARIS may be used for the transcriptional characterization of cells solely based on immunofluorescent detection of intracellular proteins in the absence of reporter lines or sortable cell surface markers.

Directed differentiation of hESCs has the potential to produce virtually unlimited quantities of any cell type for cell transplantation therapy. Stepwise directed differentiation protocols have been used to produce hESC-derived insulin-expressing cells (hESC-INS^+^) cells. However, the degree to which these hESC-INS^+^ cells resemble adult human insulin-expressing β cells remains unclear due to the lack of tools for the isolation of either pure cell type. Here we present an application of MARIS for the isolation of high quality RNA from hESC-INS^+^ cells and sorted adult human β cells.

## Results

### RNA isolation from fixed, stained and sorted cells

We combined, modified, and optimized existing protocols and kits to generate a protocol that extracts high quality RNA from fixed cells that have been sorted based on intracellular immunofluorescence (Fig. 1a, Materials and Methods). hESC-lines H1 [9] and HUES8 [10], differentiated to the final stage of our pancreatic differentiation protocol (modified from [11]) were used as starting material (Stage 6, Fig. S1A). Several assays were used to compare the quality of the RNA isolated using this protocol and RNA isolated from live (fresh, unfixed) cells. RNA was extracted from cells following fixation, permeabilization, antibody staining, and FACS whereby all the cells were collected (processed cells). Control RNA was extracted from live unsorted cells using the Qiagen RNAeasy kit. In parallel preparations, isolated RNA demonstrated RNA Integrity Numbers (RINs) of 8.1 (live) and 8.0 (processed, Fig. 1b). The RNA quality was highly reproducible across independent preparations and different cell types with average RIN score of 8.3±0.7 (n = 14 samples, Fig. 1c). MARIS yielded 8.35±1.61 pg total RNA per cell (n = 13 samples; Fig. 1c), which is within the normal limits for human cells [12].

**Figure 1:**
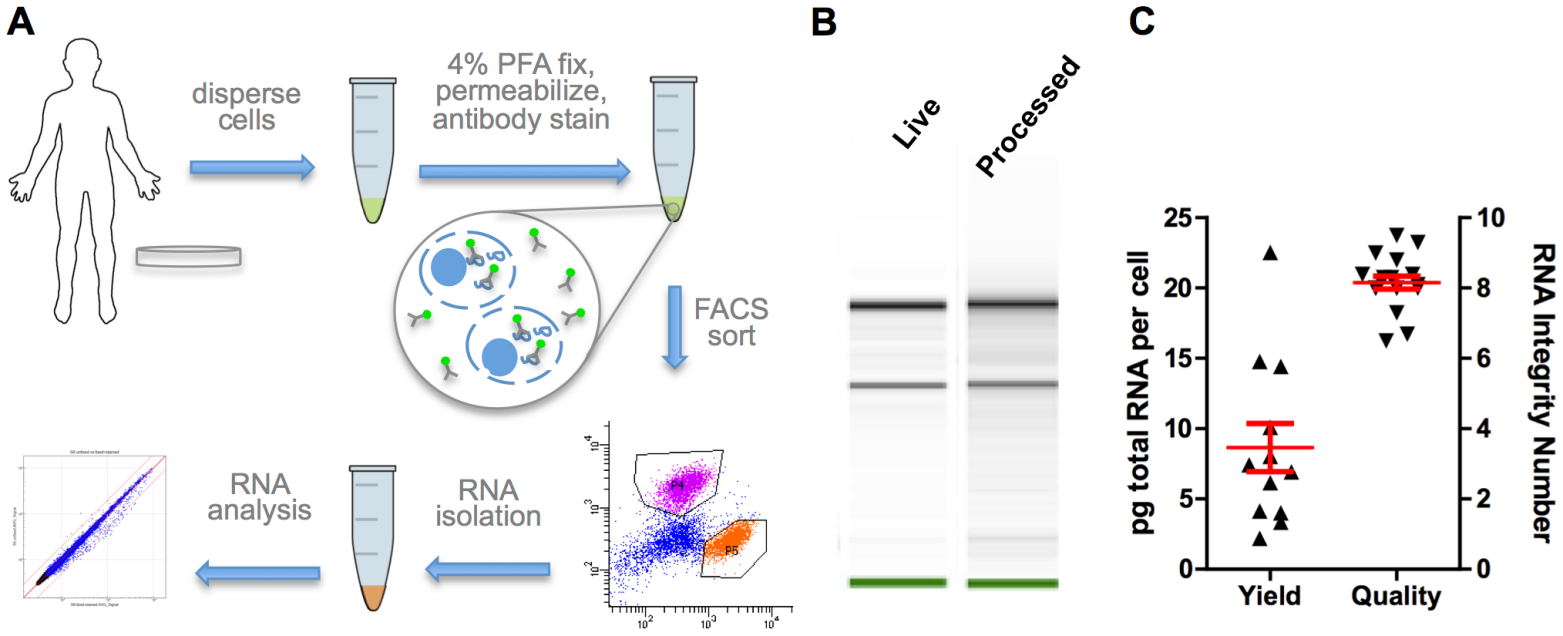
High quality RNA isolation from fixed and stained cells. (A) Outline of the developed protocol. *In vivo* or *in vitro*-derived cells are dispersed, fixed in 4% PFA, permeabilized, stained using standard immunofluorescent antibodies and FACS sorted. Total RNA is isolated using a modified RNA extraction protocol (see methods). (B) RNA was isolated and analyzed from hESC-derived Stage 6 cells before fixation (live) or following fixation, staining and sorting (processed). Simulated electropherogram suggests minimal degradation of total RNA based on the clearly defined 18S and 28S ribosomal RNA bands; RIN value 8.1 for live, 8.0 for processed sample. (C) RNA was isolated from multiple samples across three independent experiments. The average RIN score was 8.3±0.7 (mean±SEM, n = 14) and the average yield 8.35±1.61 pg total RNA per cell (mean±SEM, n = 13).

### Transcriptional bias analysis

Having confirmed the integrity of RNA isolated using MARIS, we next assessed whether the protocol changed the representation of individual transcripts (in case the MARIS procedure selectively depleted or enriched for some RNA species). We first performed qRT-PCR analysis of RNA extracted from live and processed Stage 6 cells for several housekeeping genes, as well as genes specific to the pancreatic lineage (Fig. 2a). There was no systemic statistically significant (paired two-tailed t-test) difference in cycle threshold values between live and processed cells.

**Figure 2:**
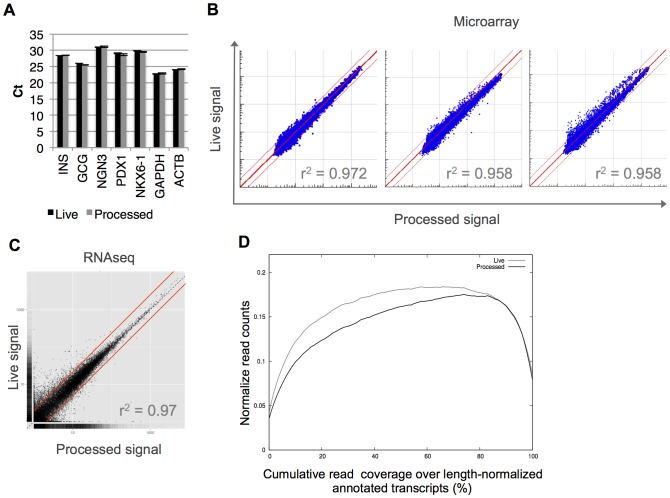
Quantitative comparison of live and processed cells. (A) qRT-PCR on live and processed Stage 6 cells (n = 3) for pancreatic and housekeeping genes. (B) Logarithmic scatter plots of Illumina microarray data between live and processed stage 6 samples show r^2^ = 0.963±0.005 (mean±SEM, n = 3, r^2^ determined by Pearson's correlation) correlation for all detected probes (detection p<0.05). Red lines represent 2-fold change. (C) Samples were prepared and paired-end sequenced using TruSeq chemistry on a HiSeq 2000 (Illumina). GENCODE per-gene FPKM values on a logarithmic plot. r^2^ = 0.97 (Pearson's correlation). Red lines represent 2-fold change. (D) Relative RNA-seq coverage of all annotated transcripts shows 3′ bias in longer length genes. Live and processed RNA-seq read coverage over length-normalized GENCODE transcripts (Live area under the curve 0.133, Processed area under the curve 0.123). Coverage counts were normalized by per-experiment sequencing depth.

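RNA-seq compared 1 library of live Stage 6 cells with 1 library of processed Stage 6 cells. Stage 6 is the last stage of the pancreatic differentiation protocol, and the sample labels give H1, an established human embryonic stem cell line, as the line both libraries came from. Live cells were neither fixed nor sorted. Processed cells were fixed in 4% PFA, permeabilized, stained and passed through the sorter with all cells collected, and their RNA was released by a 3 hour digestion at 50°C. RNA was poly-A purified and sequenced as paired reads of 80 nt. The paper's methods state that 2 samples shared a lane, whereas the sample labels state 1 sample per lane. The authors aligned the reads to GRCh37/hg19 with STAR guided by GENCODE gene annotations and deposited, for each of 55797 genes, an FPKM value with a lower and an upper bound. The level of these bounds is not stated in the files. FPKM values summed to 510713 in live cells and 499398 in processed cells. An FPKM of at least 1 was reached by 16004 genes in live cells and 15957 genes in processed cells, and an FPKM of at least 10 by 7917 and 7620 genes. Read counts are not in the files analysed here. In genes with a single annotated transcript, however, low FPKM values multiplied by the transcript length less 170 nt fell on steps, as whole numbers of fragments give where 1 fragment is the smallest unit. The first step was 0.0100 FPKM kb in live cells and 0.0107 FPKM kb in processed cells, so that 1 fragment was worth 1.07 times as much FPKM in the processed library, which was the slightly shallower of the pair. The genes are listed in a different order for the 2 samples, and the values were joined by Ensembl gene identifier before any comparison. Ratios are given as log2((processed FPKM + 1) / (live FPKM + 1)), a scale that understates the change of genes with low FPKM. With 1 sample per condition, no difference between live and processed cells has a replicate check.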

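Across all 55797 genes, the squared Pearson correlation of log10(FPKM + 1) between live and processed cells was 0.945, with a 95% bootstrap interval over genes from 0.942 to 0.948 (1000 draws, no replicates). Genes are not independent replicates, so the interval describes the sampling of genes and not the error of a repeated experiment. On untransformed FPKM the r² was 0.977, from 0.970 to 0.982. The value of the pseudocount changed r² through the many genes with FPKM near 0. An FPKM of exactly 0 was given to 26176 genes in live cells and 30569 genes in processed cells. Most of these were 0 in both samples and so agree under any pseudocount. Above 0 in a single sample were 5375 genes in live cells and 982 in processed cells. With a pseudocount of 0.1 in place of 1, r² was 0.915, and with 0.01 it was 0.874. Restricting the comparison to the 19182 protein-coding genes gave 0.953. Among the 14635 genes with an FPKM of at least 1 in both samples r² was 0.905, and among the 17326 genes that reached this value in at least one of them it was 0.845. The setting that moved r² most was the logarithm without pseudocount over the 24246 genes above 0 in both samples, at 0.064. There, the software's vanishingly small estimates dominate the logarithm, and Spearman's rho over the same genes was 0.938.

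**Figure D1:**
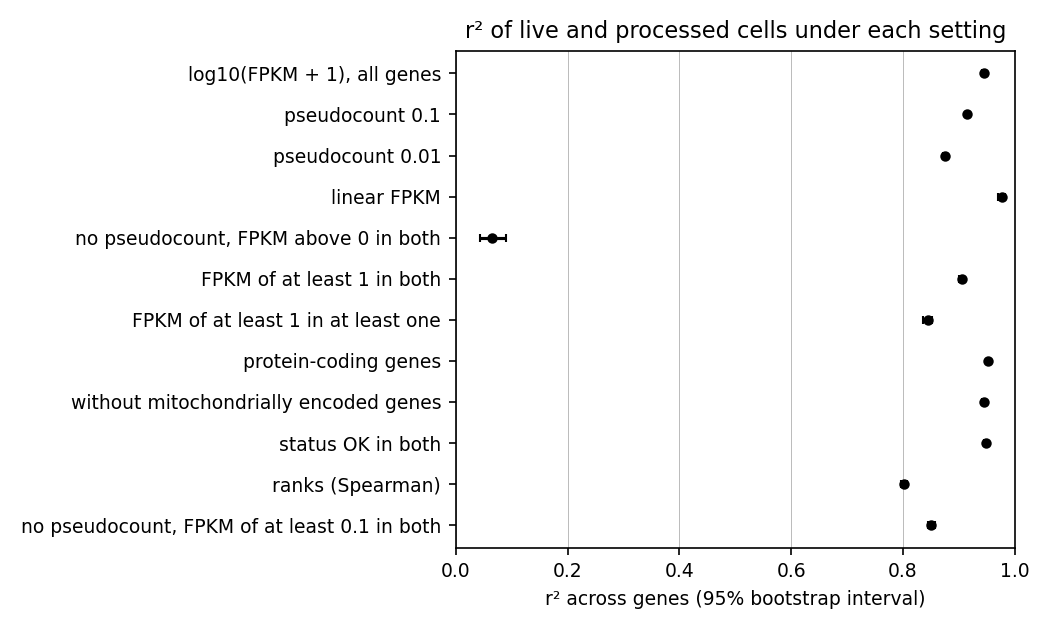
r² between live and processed cells across genes (x axis, from 0 to 1) under each setting of the calculation (y axis). Points are r² and bars are 95% bootstrap intervals over genes. The setting without pseudocount at an FPKM of at least 0.1 in both samples was chosen after seeing the values. Most settings lie between 0.80 and 0.98, while the logarithm without pseudocount over all genes above 0 in both samples gives 0.064. Vanishingly small estimates dominate that logarithm.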

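Among the 17326 genes with an FPKM of at least 1 in at least one of the samples, 1138 (6.57%) were more than 2-fold higher in processed cells and 1072 (6.19%) were more than 2-fold lower, on the log2 scale with a pseudocount of 1 (no replicates). For 1990 of these 2210 genes, the FPKM bounds given by the authors did not overlap between live and processed cells. Genes outside the 2-fold lines were mostly of low expression, with 88.1% having a mean FPKM below 10. Of the 8515 genes that reached an FPKM of 10 in at least one sample, 255 were above the upper line and 172 below the lower line. Protein-coding genes made up 41.0% of the genes outside the lines and 83.8% of the genes between them. Among the 13573 protein-coding genes with an FPKM of at least 1, 427 were more than 2-fold higher and 479 more than 2-fold lower in processed cells. These counts depended on the treatment of low values: with a pseudocount of 0.1, they rose to 1715 genes higher and 1753 genes lower.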

To evaluate the impact of MARIS at the whole-genome level, RNA from live and processed cells was analyzed using Illumina microarrays (Fig. 2b). Across all detected genes, expression between live and processed samples was very similar (r^2^ = 0.963±0.008, n = 3). In each pair, the number of genes differentially expressed between the live and processed sample (fold change of 2) was 41±18. No genes were consistently differentially expressed between live and processed cells suggesting that MARIS does not introduce systemic changes in gene expression. 

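Over the 14635 genes with an FPKM of at least 1 in both samples, the median absolute log2 ratio was 0.281 (95% bootstrap interval over genes 0.277 to 0.287, no replicates). The ratios had a median of -0.091, an interquartile range from -0.347 to 0.187 and an SD of 0.508 across genes. The central 95% of genes lay between -0.979 and 1.08. Without a pseudocount, the median absolute log2 ratio was 0.319, the largest value among the alternatives. The spread depended on expression. Among the 3432 genes with a mean FPKM from 1 to 3, the 5th and 95th percentiles of the log2 ratio were -1.56 and 1.71, and 24.6% of the genes differed more than 2-fold. From 10 to 30 FPKM (4942 genes), the percentiles were -0.728 and 0.679, and 4.13% differed more than 2-fold. From 100 to 300 FPKM (429 genes) they were -0.450 and 0.317, and 2.33% of the genes differed more than 2-fold. The authors' FPKM bounds are narrow at this depth. They did not overlap for 12437 of the 17326 genes (71.8%) with an FPKM of at least 1 in at least one sample, although the median absolute log2 ratio of these 12437 genes was 0.457. Such bounds describe each library alone, and whether these differences exceed those between 2 libraries of the same condition cannot be tested with 1 sample each. From the correlation of FPKM values across genes, the paper concludes that gene expression in live and processed cells was very similar.

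**Figure D2:**
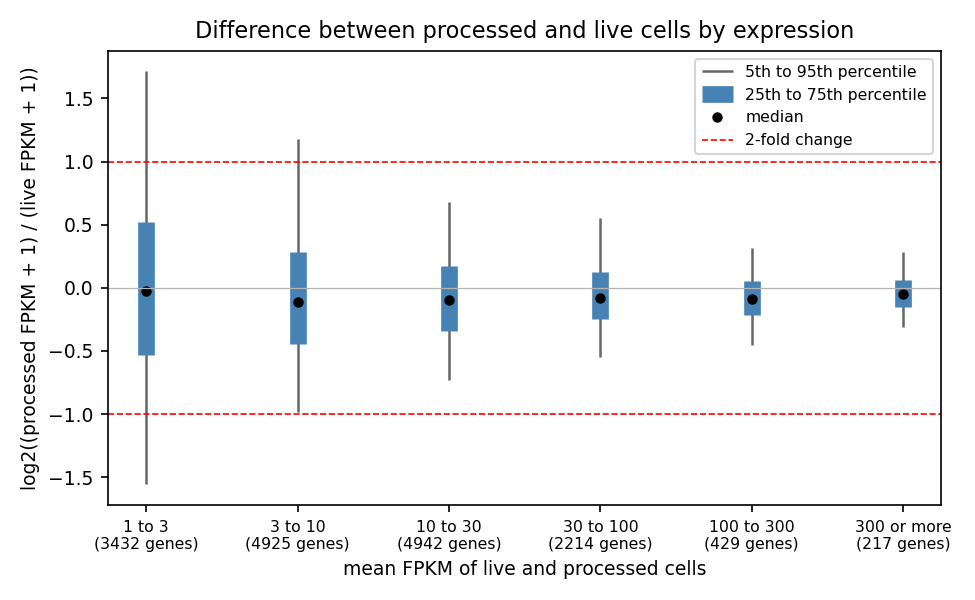
Log2 ratio of processed to live cells, with a pseudocount of 1 (y axis), for genes grouped by mean FPKM (x axis, genes with a mean of at least 1); dots are medians, thick bars span the interquartile range of genes, thin lines the 5th to 95th percentile, and dashed lines mark a 2-fold change. The 5th to 95th percentile range narrows from 3.27 log2 units at 1 to 3 FPKM to 0.767 at 100 to 300 FPKM.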

Finally, analysis by RNA-seq showed very similar gene expression between live and processed cells (r^2^ = 0.97, Fig. 2c). Degradation of RNA results in increased detection of transcripts at the 3′ end relative to the 5′ end (3′-bias) [13]. Processing increased to a small degree RNA-seq transcript 3′-coverage bias (Fig. 2d). Together, these analyses confirm that MARIS produces high-quality RNA and has little effect on the representation of transcripts as analyzed at the level of the individual gene, or through two methods of genome-wide analysis.

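The RNA-seq pair also gives the value of each gene that was examined by qRT-PCR (Fig. 2a), with positions on GRCh37/hg19 as in the authors' files. Insulin (INS, chromosome 11, 2181009 to 2182571) had an FPKM of 98.3 in live cells (bounds 95.2 to 101) and 121 in processed cells (bounds 117 to 125), a log2 ratio of 0.299 (no replicates). Neurogenin 3 (NEUROG3, chromosome 10, 71331454 to 71332994) was the gene of this panel that fell most, from 10.0 FPKM (9.44 to 10.6) to 7.29 FPKM (6.77 to 7.81), a log2 ratio of -0.410. The bounds of PDX1 (chromosome 13, 28494157 to 28500368) did not overlap either, at 66.5 FPKM in live cells and 72.1 FPKM in processed cells. For glucagon (GCG, chromosome 2, 162999392 to 163008914), with 135 FPKM in live and 131 FPKM in processed cells, and NKX6-1 (chromosome 4, 85413061 to 85419603), with 16.8 and 16.0 FPKM, the bounds of live and processed cells overlapped. The housekeeping genes GAPDH (chromosome 12, 6643093 to 6647537) and ACTB (chromosome 7, 5566782 to 5603415) changed from 2479 to 2353 FPKM and from 1970 to 1879 FPKM, log2 ratios of -0.076 and -0.068, and their bounds did not overlap. Somatostatin (SST, chromosome 3, 187386694 to 187388187) rose from 243 to 266 FPKM. Dividing the processed values by the median ratio of processed to live FPKM, 0.932, reversed the sign for GCG, NKX6-1, GAPDH and ACTB, with ACTB moving to 0.033. The highest FPKM in live cells was that of the mitochondrial gene MT-CO1, at 5399, and it was 6486 in processed cells. H19 (chromosome 11, 2016406 to 2022700), a long non-coding RNA, had 3872 FPKM in live and 4822 FPKM in processed cells. Among protein-coding genes with an FPKM of at least 10 in one of the samples, the largest fall was that of ATF6B (chromosome 6, 32065953 to 32096030), from 19.0 FPKM to 0. The largest rise was that of CTD-3074O7.11 (chromosome 11, 66276550 to 66301084), from 0.157 to 13.1 FPKM. This gene overlaps BBS1 (chromosome 11, 66278077 to 66301098), which fell from 19.5 to 1.31 FPKM. TNXB, which overlaps ATF6B, also fell to exactly 0 in processed cells, from 2.13 FPKM. The changes of ATF6B, CTD-3074O7.11 and BBS1 cannot be told apart from effects of quantification. From the qRT-PCR, microarray and RNA-seq comparisons together, the paper concludes that MARIS has little effect on the representation of transcripts.

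**Figure D3:**
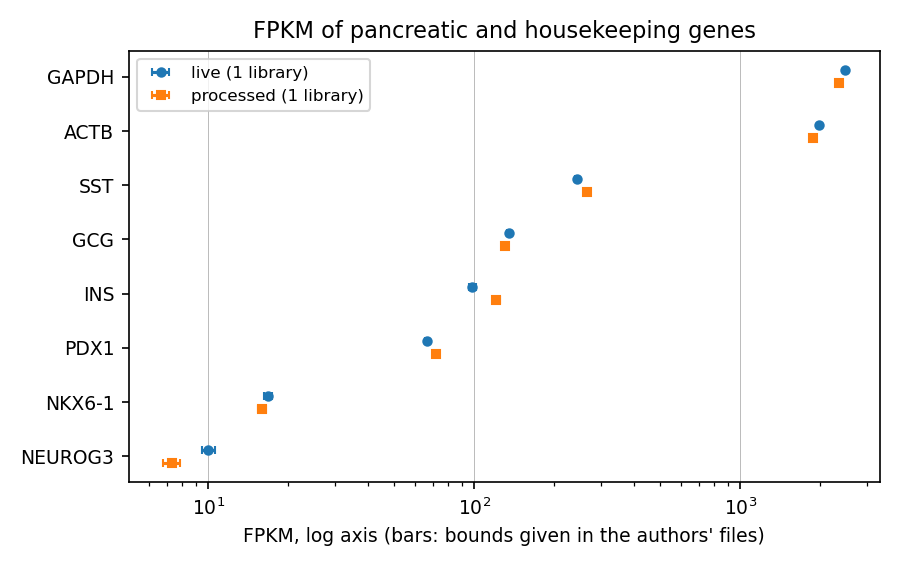
FPKM (x axis, log scale) of the pancreatic and housekeeping genes in 1 live and 1 processed library; bars are the bounds in the authors' files and are narrower than most symbols. NEUROG3 shows the largest relative fall, from 10.0 to 7.29 FPKM, and INS the largest rise, from 98.3 to 121 FPKM.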

### RNA isolation from insulin expressing cells generated from hESCs and adult human islets

hESCs were differentiated to Stage 6 cells, fixed, stained for insulin and somatostatin, and sorted for RNA isolation. INS^+^ cells comprised approximately 4% of all Stage 6 cells (Fig. 3a). A large proportion of INS^+^ cells also co-expressed the pancreatic hormone somatostatin, consistent with previous reports [11], [14]. RIN values for RNA isolated from sorted stage 6 cells were ≥8 (Fig. 3b, Fig. S2a). qRT-PCR for insulin and somatostatin indicated significantly enriched expression of these endocrine hormones in the sorted populations, confirming successful purification of INS^+^ SST^−^ and INS^+^ SST^+^ cells (Fig. 3c).

**Figure 3:**
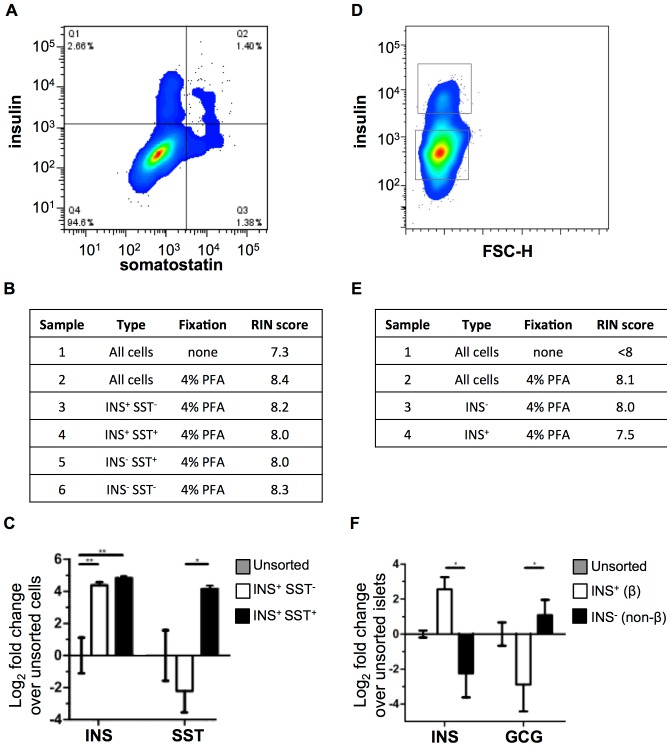
Sorting of insulin-expressing cells from human pluripotent stem cells and adult human islets. (A) FACS plot of Stage 6 H1-derived cells sorted for insulin and somatostatin. (B) RNA samples were isolated from sort in panel A. RIN scores indicate RNA quality. (C) qRT-PCR of unsorted cells compared to and INS^+^ SST^−^ cells and INS^+^ SST^+^ cells (Paired two-tailed t-test; * p<0.05, **p<0.01). (D) FACS plot of human adult islets sorted for insulin (INS). (B) RNA samples were isolated from sort in panel D. RIN scores indicate RNA quality. (C) qRT-PCR of unsorted islets compared to and INS^+^ and INS^−^ cells (Paired two-tailed t-test; * p<0.05).

Next, we isolated adult human β cells from an islet preparation of a post-mortem donated human pancreas. About 10% of the cells in the preparation were insulin-expressing human β cells (Fig. 3d). RIN values for RNA isolated from sorted adult β cells were ≥7.5 (Fig. 3e, Fig. S2a). qRT-PCR for insulin and glucagon indicated significant enrichment of insulin in the INS^+^ population and of glucagon in the INS^−^ population, indicating successful purification of human insulin-expressing β cells from other islet cells (Fig. 3f).

## Discussion

Most cell types cannot be isolated due to the absence of specific cell surface markers and dyes to uniquely identify them. Instead, these cells can be identified and isolated based on the expression of intracellular markers. Intracellular staining, however, requires permeabilization, chemical fixation, and use of reagents that degrade RNA, hindering downstream gene expression analysis.

This study reports a Method for Analyzing RNA following Intracellular Sorting (MARIS) for obtaining high quality RNA suitable for transcriptome profiling following cellular fixation, intracellular immunofluorescent staining and FACS. The results show that MARIS routinely produces RNA with RIN scores above 8 that can be used for qRT-PCR, microarray and RNA-seq analysis without detectable loss of fidelity.

MARIS permits analysis of genetically unmodified cells produced by differentiating hESCs *in vitro*, and the direct comparison of these cells to corresponding cell types isolated from human tissues. Using MARIS we've isolated RNA from hESC-INS^+^ cells, as well as sorted human β cells. We intend to characterize and compare the gene expression of these two cell populations to determine their degree of similarity and identify candidate genes that would help us generate hESC-INS^+^ cells that more closely resemble adult human β cells.

In addition to the use of hormones such as insulin and somatostatin for intracellular FACS, MARIS has been successfully used with antibodies against transcription factors such as PDX1 and NKX6-1 (data not shown). Each antibody will require optimization of antibody concentration, and the length of incubation time during the primary antibody stain.

Improvements to RNA-Seq technology allow for the sequencing of single cells [15]. To expand the use of MARIS, it would be interesting to test whether it is compatible with single cell RNA-Seq protocols.

In summary, MARIS is tool of broad utility across biological disciplines to analyze gene expression of previously inaccessible cell types based on intracellular markers. We anticipate that it will be of particular use in the study of human biology.

## Experimental Procedures

### MARIS Staining and FACS

hPSC-derived cells and human islets were dispersed to a single cell suspension using TrypLE Express (Invitrogen). Cells were passed through a 40 µm filter (BD Falcon 352340) and washed with PBS at least twice. Cells were fixed and permeabilized with 4% PFA (Electron Microscopy Sciences), 0.1% saponin (Sigma-Aldrich 47036) in molecular grade PBS (Ambion) supplemented with 1∶100 RNasin Plus RNase Inhibitor (Promega, N2615) for 30′ at 4**°**C. All the subsequent steps were carried out at 4**°**C. Cells were pelleted by centrifugation at 3000g for 3′ at 4**°**C and washed in Wash Buffer: PBS containing 0.2% BSA (Gemini Bio-Products), 0.1% saponin (Sigma-Aldrich), 1∶100 RNasin Plus RNase Inihibitor. Primary antibody staining was carried out while 3D rocking for 30′ at 4**°**C in Staining buffer containing PBS with 1% BSA, 0.1% saponin and 1∶25 RNasin Plus RNase Inhibitor (note that certain antibodies may require longer incubation times). Cells were washed twice in Wash Buffer followed by secondary antibody staining in Staining buffer. Following secondary antibody staining cells were washed twice in Wash buffer and resuspended in Sort buffer containing PBS, 0.5% BSA, and 1∶25 RNasin Plus RNase Inhibitor. Fixation, washing, staining and sorting were performed at a concentration of 5–10 M cells/ml. The list of primary and secondary antibodies used is provided in Table S1.

Cells were sorted on the FACSAria (BD Biosciences) using FACSDiva software. Gates were set with reference to negative controls. The sorting speed was adjusted to ensure sorting efficiency above 90%. Cells were collected in tubes that were coated with a small amount of Sort buffer.

### RNA isolation

After sorting, cells were pelleted by centrifugation at 3000 g for 5′ at 4°C. The supernatant was discarded. Total RNA was isolated from the pellet using the RecoverAll Total Nucleic Acid Isolation kit (Ambion), starting at the protease digestion stage of manufacturer-recommended protocol. The following modification to the isolation procedure was made: instead of incubating cells in digestion buffer for 15 minutes at 50°C and 15 minutes at 80°C, we carried out the incubation for 3 hours at 50°C. Cell lysates were frozen at −80°C overnight before continuing the RNA isolation by the manufacturer's instructions.

### Quantitative RT-PCR

Complementary DNA (cDNA) was generated from 4 ng of total RNA with random hexamer priming using the High Capacity cDNA Reverse Transcription with RNase Inhibitor kit (Applied Biosystems). One-fourth of the cDNA was used for each TaqMan qRT-PCR reaction using the Fast Universal PCR Master Mix with no AmpErase UNG (Applied Biosystems). The list of used probes is provided in Table S2. Reactions were run on an Applied Biosystems 7900HT Fast Real-Time PCR System with default settings. Detection thresholds were automatically computed by SDS 2.3 software (Applied Biosystems). Threshold data were analyzed in DataAssist 3.0 (Applied Biosystems) using the Comparative Ct (ΔΔCt) relative quantitation method, using β-actin as the endogenous control.

### Global gene expression analysis - microarray

Using the Illumina TotalPrep RNA Amplification kit (Ambion), double-stranded cDNA was generated following reverse transcription from 100 ng of total RNA. *In vitro* transcription overnight with biotin-labeled nucleotides created amplified mRNA (cRNA), which was concentrated by vacuum centrifugation at 30°C. 750 ng cRNA per sample was then hybridized to Human HT-12 Expression BeadChips (Illumina) using the Whole- Genome Expression Direct Hybridization kit (Illumina). Finally, chips were scanned on the Illumina Beadstation 500. The chip annotation manifest was version 4, revision 1. For differential expression analysis and the generation of gene lists for functional annotation and pathway analysis, microarray data were processed in GenomeStudio (Illumina, V2011.1). Raw data were adjusted by background subtraction and rank-invariant normalization. Before calculating fold change, an offset of 20 was added to all probe set means to eliminate negative signals. The p- values for differences between mean signals were calculated in GenomeStudio by t-test and corrected for multiple hypotheses testing by the Benjamini-Hochberg method in combination with the Illumina custom false discovery rate (FDR) model. Microarray data have been uploaded to GEO (accession number GSE54179).

### Global gene expression analysis – RNA-seq

Isolated RNA was obtained from 2 biological replicates of HUES8-derived INS^+^ cells and human adult β cell, as well as one replicate of live and processed stage 6 cells. Samples were poly-A purified and converted to cDNA libraries using the Illumina TruSeq protocol, and prepared into Illumina libraries using the Beckman Coulter Genomics SPRI-works system using custom adapters. 6 nt 3′ barcodes were added during PCR enrichment and the resulting fragments were evaluated using Agilent BioAnalyzer 2100. Samples were multiplexed 2-per-lane for sequencing using the Illumina HiSeq 2000 platform with paired-end read lengths of 80 nt, resulting in 68 M to 112 M paired reads per sample, and an average biological fragment length of 168–179 nt. Reads were aligned to the human genome (GRCh37/hg19) using STAR (version 2.2.0c) guided by GENCODE gene annotations (version 14) [16]. RNA-seq FPKM (fragments per kilobase of exon per million fragments) gene enrichment was determined using maximum likelihood by Cuffdiff [17], [18] (version 2.0.2), and visualized using CummeRbund [17]. Transcript differential expression was calculated by Cuffdiff using the default negative binomial model, with significant hits also confirmed using the count-based technique DESeq [19]. RNA-seq data have been uploaded to GEO (accession number GSE54179).

### Ethics Statement

Human pancreatic islets from non-diabetic donors were obtained through the National Disease Research Interchange (http://ndriresource.org/Human-Tissue-Services/Pancreatic-Islets/31/) with appropriate consent. All tissue samples were rendered anonymous. The use of human tissue was approved by the Harvard University Committee on the Use of Human Subjects in Research.

## Supporting Information

Figure S1 **Directed differentiation protocol.** Stepwise differentiation from hESCs to pancreatic endocrine cells. DE, definitive endoderm; PP, pancreatic progenitor; EP, endocrine progenitor; EN, endocrine cells. Table contains reagents used during each stage of directed differentiation.
(TIFF) Click here for additional data file.

Figure S2 **RNA quality from sorted cells.** (A) Electropherograms of RNA from samples in Figure 3B, hESC-derived Stage 6 cells sorted for insulin and somatostatin. (B) Electropherograms of RNA from samples in Figure 3D, adult human islets sorted for insulin.
(TIFF) Click here for additional data file.

Table S1 **Antibodies.** List of all antibodies used in the study.
(TIFF) Click here for additional data file.

Table S2 **Taqman probes.** List of Taqman probes for qRT-PCR used in the study.
(TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

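RNA from 1 sample of live and 1 sample of processed H1-derived Stage 6 cells was compared. The authors aligned paired reads of 80 nt to GRCh37/hg19 with STAR, guided by GENCODE gene annotations, and deposited an FPKM value for each of 55797 genes, with a lower bound, an upper bound and a status. The paper's methods name Cuffdiff for this step, and the column layout is that of a Cufflinks table. FPKM divides the fragments of a gene by its length and by the number of fragments in the library, so the authors' values are already normalized, and read counts are not in the files analysed here. Which fragments the normalization counts, and the level of the bounds, are not stated.

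From these values, the following was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Only 5489 genes stood in the same row for both samples, and genes were therefore joined by Ensembl identifier. The main r² was the squared Pearson correlation of log10(FPKM + 1) over all genes, with a 95% bootstrap interval from 1000 draws of genes. Log2 ratios used a pseudocount of 1. Genes past 2-fold and genes with separate bounds were counted among those with an FPKM of at least 1 in at least one sample, and the median absolute log2 ratio was taken over genes with an FPKM of at least 1 in both. Gene type, transcript length and GC content came from the longest annotated transcript in GENCODE release 44 mapped to GRCh37, which is a later release than the authors used. It held 94.5% of the gene identifiers, and 99.98% of those overlapped the position in the authors' files. Length and GC content were available for 97.4% of the genes with an FPKM of at least 1 in both samples. For 5 gene sets listed before the processed files arrived, the median log2 ratio was compared with that of random genes from the same of 10 equal groups by expression in a permutation test over genes with 100000 draws, and p-values were adjusted for the 5 sets by the Benjamini-Hochberg method. These p-values are across genes within 1 pair of libraries and do not stand for replicates.

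Genes were named in the text by a rule set beforehand. They are the genes of the qRT-PCR panel and SST, the 5 largest rises and 5 largest falls among genes with an FPKM of at least 10 in one sample and status OK in both, the same among protein-coding genes, and the 5 genes with the highest FPKM in live cells. Other genes are named only where they overlap or neighbour one of these. The calculations were tested on simulated data in which 200 genes were changed 4-fold. All 200 were recovered, and 0 unchanged genes passed 2-fold. The changed genes had an FPKM of at least 10 and many expected fragments, and fragment sampling was the only noise. Recovery was therefore easy, and the simulation gives no error rate for the 2-fold counts in the real libraries.

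Depth was read from the steps in low FPKM values of genes with a single annotated transcript of more than 300 nt. FPKM was multiplied by the transcript length less 170 nt, in kb, and the step of 1 fragment was taken as the median near the fullest bin of width 5.0e-04. The 170 nt and the bin width were chosen while looking at the values, and 170 nt lies within the range of fragment lengths that the paper gives. The first step was 0.0100 in live and 0.0107 in processed cells. The bounds in the authors' files give the precision of each gene's FPKM within its library. No test between conditions with replicate error was possible, because each condition has 1 sample. Alternatives covered the pseudocount, the filter on low FPKM, protein-coding genes alone, genes with status OK, rescaling of FPKM to the same sum in both samples and scaling by the median ratio. Read coverage along transcripts, qRT-PCR, microarray and sorted-cell samples were not analysed here.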

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

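Genes with an FPKM of at least 10 in processed cells and below 1 in live cells were flagged because the paper does not discuss them and the live cells serve as their background. There were 23 such genes with separate bounds, and 14 genes in the opposite direction. Of the 23, 3 are protein-coding and 21 overlap another gene with an FPKM of at least 1, compared with 37.4% of the expressed genes that stayed within 2-fold. Of the 14 genes in the opposite direction, 6 overlap such a gene, so this excess was seen only among the rises. The largest rise was that of RP11-138C9.1 (chromosome 17, 45759783 to 45760049), from 0.232 to 48.4 FPKM. It lies inside KPNB1, which fell from 130 to 76.1 FPKM. A candidate explanation is that fragments of overlapping genes were assigned differently in the 2 libraries. Over all 2210 genes past 2-fold, 148 overlapped a gene past 2-fold the other way, 2.07 times the mean of 71.4 in 1000 shuffles of the ratios within 10 groups by expression, none of which exceeded 119. This prediction was written after such pairs had been seen. Genes with such a partner made up 6.70% of the genes past 2-fold, a share that includes the mean of 71.4 genes given by shuffles alone. Genes past 2-fold also overlapped any other gene with an FPKM of at least 1 more often, at 51.4% against 37.4% of the other genes. The shuffles do not keep this difference, and pairs changing the same way were not counted. The excess of 2.07 times is therefore not specific to opposite changes. Inflated FPKM of short transcripts, predicted beforehand, also remains, since the median longest transcript of genes past 2-fold was 1383 nt, 0.441 times that of expression-matched genes (3139 nt). Transcripts under 500 nt made up 21.8% of genes past 2-fold and 2.88% of the others. The largest falls were of this kind, such as a U6 gene on chromosome 2 (175422694 to 175422800) from 391 to 0 FPKM and TMSB4XP1, a pseudogene, from 341 to 2.15 FPKM. These genes cannot be told apart from effects of quantification.

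Far more genes were above 0 only in live cells, 5375, than only in processed cells, 982, a ratio of 5.47. This was flagged as a signal outside the genes the paper discusses. Most of these values are small, with a median FPKM of 0.037, and 218 of the 5375 genes reached 1. With a threshold of 0.1 FPKM in place of 0, 3543 genes passed only in live cells and 1229 only in processed cells. The difference in library depth read from the steps of low values predicts a ratio of 1.12, far below the observed one. Background from genomic DNA or unspliced RNA in the live sample was tested with olfactory receptor genes, which pancreatic cultures are not expected to express. Of 718 such genes, 37 were above 0 in live cells and 17 in processed cells, a ratio of 2.18, with 25 only in live and 5 only in processed cells (exact binomial test across genes, p = 3.2e-04). The even split that this test assumes did not hold for genes in general, with 5375 only in live and 982 only in processed cells. Among protein-coding genes the numbers were 1233 and 159. The test therefore restates the excess that prompted it and cannot decide whether such background contributes. A processed library with fewer distinct molecules is another candidate explanation that was not settled, since duplicate rates are not in the files analysed here and the olfactory receptor result would follow from it too. Among protein-coding genes with an FPKM of at least 1 and at least 100 fragments expected in the other library, 33 of 12939 were exactly 0 in processed cells and 8 of 12799 exactly 0 in live cells, a ratio of 4.13. This count restates the excess of zeros that prompted it, was defined after the zeros had been seen and includes ATF6B and NFKBIL1, so it does not decide between explanations. Loss of macrophage-like cells was examined because some of the genes at 0 in processed cells are markers of such cells. Of 20 other macrophage markers, 9 were above 0 only in live cells and 1 only in processed cells, a share that did not differ from that of all other genes (Fisher's exact test across genes, p = 1). Only 8 markers reached an FPKM of 0.1 in either sample, 4 of them lower in processed cells, with a median log2 ratio (pseudocount 0.1) 0.496 above that of expression-matched genes (permutation p = 0.37). With most markers below this level, loss of such cells is not ruled out. The predictions on depth, olfactory receptor genes and the log2 ratio of macrophage markers were written before their tests, and the Fisher's test was added after the values had been seen. Background in the live sample, fewer molecules in the processed one and loss of rare cells cannot be told apart.

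The 12 mitochondrially encoded mRNAs tested were all higher in processed cells, with log2 ratios from 0.092 to 0.542. Their median exceeded that of expression-matched genes by 0.346 (permutation test over genes, p = 4.0e-05, Benjamini-Hochberg adjusted p = 2.0e-04 over 5 gene sets). Such a test draws genes independently, so its p-value is too small if these 12 mRNAs vary together. They were flagged because the paper does not discuss them. Their share of summed FPKM rose from 6.48% to 7.97%, 1.23 times. The prediction made for a few dominant genes shifting the normalization was a change of this share of more than 2-fold, out of reach given these log2 ratios. A shifted normalization would, however, move all genes of a library by the same factor, matched genes included. The difference of 0.346 from expression-matched genes therefore argues against that explanation for these 12 mRNAs. Transcript length left most of the difference, 0.290 against genes matched on expression and length (permutation p = 3.7e-04). Nor was it shared by highly expressed genes in general. The set lay 0.338 above the 202 other genes with a mean FPKM of at least 300, of which 4 were higher than the median of the set. The 202 genes were not matched to the level of the set, from 1072 to 5399 FPKM in live cells. Within that range, H19 had a log2 ratio of 0.316, and GAPDH and ACTB had -0.076 and -0.068. The prediction on high expression was written after the values by expression had been seen. Fragments shared with nuclear copies of mitochondrial genes, poly-A selection and differences between the RNA isolation kits were not tested, and with 1 library per condition none of them can be told apart from an effect of processing on the cells.

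Among protein-coding genes with a longest transcript of at least 500 nt, 2 had an FPKM of at least 10 in live cells and exactly 0, with bounds of 0 and status OK, in processed cells. They were flagged as a signal the paper does not report. ATF6B fell from 19.0 FPKM to 0 and NFKBIL1 (chromosome 6, 31514647 to 31526606) from 10.3 FPKM to 0. From the live values and the step of 1 fragment in the processed library, at least 1232 fragments would be expected for each, so low fragment numbers are no explanation. Their overlapping neighbours TNXB (2.13 FPKM in live cells) and ATP6V1G2 (0.537 FPKM) were also exactly 0 in processed cells, which is 100% of the overlapping genes above 0 in live cells, whereas 8.37% of all genes with a live FPKM of at least 0.1 were 0 in processed cells. Of the nearest expressed protein-coding genes on either side of these loci, DDX39B (307 and 341 FPKM in live and processed cells) and FKBPL (4.77 and 5.01 FPKM) kept their values, whereas AIF1 fell from 2.71 to 0 FPKM and C4B rose from 1.02 to 8.73 FPKM. A locus dropped in quantification is a candidate explanation. It rests on 2 loci of chromosome 6, the neighbours that were 0 had low values in live cells, and both predictions were written after these zeros had been seen. Fragments shared with near-identical copies of these regions were not tested.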

How the results depend on the processing

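All alternatives were set before the processed files arrived unless stated. The length trend and the shifts of mitochondrially encoded mRNAs, of immediate early and heat shock genes and of cytosolic ribosomal protein genes were unchanged under every alternative run for them. Status OK, rescaling to a common sum and median-ratio scaling were not among those alternatives. The other headline results moved under at least one.

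The r² of 0.945 was 0.915 with a pseudocount of 0.1, 0.874 with 0.01, 0.977 on linear FPKM, 0.905 for genes with FPKM of at least 1 in both samples, 0.845 for at least 1 in at least one, 0.953 for protein-coding genes, 0.948 for status OK and 0.802 for ranks. Smaller pseudocounts give weight to genes near 0. Without a pseudocount it was 0.064 for genes above 0 in both samples, where the software's vanishingly small estimates dominate the logarithm, and 0.851 for genes of at least 0.1 FPKM in both, a setting chosen after seeing the values. Pearson's r itself, also chosen after seeing the values, was 0.972.

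Counts of genes more than 2-fold higher and lower (1138 and 1072) became 1715 and 1753 with a pseudocount of 0.1; 666 and 671 without pseudocount at FPKM of at least 1 in both samples; 426 and 336 with this filter alone; 255 and 172 at FPKM of at least 10; 427 and 479 for protein-coding genes; and 1723 and 1989 after rescaling to a common sum. The common sum is larger than the deposited sums, so the pseudocount and the filter act at a lower FPKM. After median-ratio scaling the counts were 1320 higher and 974 lower, so the near balance of rises and falls depended on the scaling. The number of genes with separate bounds (12437) was 6304 at FPKM of at least 10 and 19638 without a filter.

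The median absolute log2 ratio of 0.281 was 0.315 with a pseudocount of 0.1, 0.319 without one, 0.254 at FPKM of at least 10, 0.269 for protein-coding genes, 0.309 after rescaling and 0.268 after median-ratio scaling. The GC trend, a rho of 0.150, was 0.1710 at FPKM of at least 10 and 0.1711 for protein-coding genes.

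At FPKM of at least 10, the shift of replication-dependent histone genes reversed from 0.285 to -0.646, with 3 genes left. Without a filter on low FPKM, the shift of histone genes was 0.00125 over 89 genes (adjusted permutation p = 0.99). That of pancreatic endocrine genes rose from 0.044 to 0.205 at FPKM of at least 10 (adjusted permutation p = 0.039, 18 genes). Scaling by the median ratio reversed small falls of GCG (to 0.051), NKX6-1 (to 0.025), GAPDH (to 0.026) and ACTB (to 0.033), since it raises every processed value. Of the 93 alternative rows of the 33 named genes, 37 moved beyond the range given by the authors' bounds, and the 4 that reversed also lay beyond it. With 1 sample per condition, no replicate could be left out. The replicate block was not run because each condition has 1 sample and no model with replicate error was fitted.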

Differences from the paper's values

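The paper's r² between live and processed cells in RNA-seq is 0.97. Here r² was 0.945 (95% bootstrap interval over genes 0.942 to 0.948) for log10(FPKM + 1) over all genes. The values were taken to differ when their gap exceeded the larger of the half-width of the interval and 0.005, the rounding of the paper's value. None of the alternatives set before the files arrived closed the gap by this measure. The nearest was the r² on linear FPKM, 0.977 (interval 0.970 to 0.982), which lay above the paper's value by slightly more than the half-width. Protein-coding genes gave 0.953 and genes with status OK 0.948. Pearson's r without squaring, on log10(FPKM + 1) over all genes, was 0.972, which falls within the paper's value as rounded, and this setting was chosen after seeing the values.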

Other observations

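Longer genes were lower in processed cells. Across 14259 genes with an FPKM of at least 1 in both samples, the log2 ratio and the length of the longest transcript had a Spearman's rho of -0.153 (95% bootstrap interval over genes -0.172 to -0.134; genes are not independent replicates). The median log2 ratio was 0.027 in the group of 1426 genes with the shortest transcripts (81 to 1086 nt). It was -0.195 in that of 1425 genes with the longest (7819 to 34626 nt), which corresponds to a ratio of 0.874 for FPKM + 1. The trend was negative in 10 of 10 groups by expression. Partial degradation of RNA before poly-A selection predicts this direction, and the paper reports a small increase of 3′ bias in processed cells. GC content had a trend of its own, with a rho of 0.150, and is correlated with length (rho -0.260). Within 10 groups by GC content the length trend stayed, at a median rho of -0.124 and negative in every group, so GC content alone is no explanation. Both predictions were written before the trends were seen. The trends are consistent with partial degradation but cannot be told apart from a difference between library preparations, since each condition has 1 library.

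Low fragment numbers were weighed as the explanation for the spread of the log2 ratio. The 5th to 95th percentile width narrowed from 3.27 at 1 to 3 FPKM to 0.767 at 100 to 300 FPKM. The SD did not, with a ratio of 0.996 between these bins, because of 10 genes past 2-fold at 100 to 300 FPKM, 8 of them with transcripts under 500 nt and one reaching a log2 ratio of -8.62. Without these 10 genes the SD was 0.225. The authors' bounds overlapped for 220 of the 2210 genes past 2-fold (9.95%), where fragment sampling alone, as predicted beforehand, would have left most of them overlapping. In the simulated pair of libraries, sampling of fragments was the only noise, at about the depth read from the steps of low values. There, 0 unchanged genes passed 2-fold, which argues against low fragment numbers as the main source of the 2210 genes past 2-fold. Transcripts that were very short or of unknown length were given substitute lengths in the simulation, so it does not cover them. Low fragment numbers may explain part of the remaining spread, but how much was not settled.

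The other 4 gene sets did not pass the threshold of 0.05 in the main setting (permutation tests over genes, Benjamini-Hochberg adjusted over 5 sets, predictions written before the results were seen). Immediate early and heat shock genes, which a stress response during dissociation and staining might raise, lay 0.065 above expression-matched genes (adjusted permutation p = 0.46, higher in processed cells for 12 of 26 genes). Replication-dependent histone genes, which a difference in poly-A selection might move, lay 0.285 above (adjusted permutation p = 0.14, 11 of 16 genes higher). Cytosolic ribosomal protein genes lay 0.039 above (adjusted permutation p = 0.24, 30 of 86 genes higher), and 0.025 above genes matched on length as well. Pancreatic endocrine genes, which a loss of endocrine cells might lower, lay 0.044 above (adjusted permutation p = 0.56, 11 of 25 genes higher). At FPKM of at least 10, an alternative setting, the pancreatic endocrine genes lay 0.205 above (adjusted permutation p = 0.039, 18 genes), the direction opposite to a loss. With 1 library per condition, none of these shifts has a replicate check.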
